A study of Homo sapiens with 6 samples.

How the data were processed

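Messenger RNA from RKO cells was enriched with oligo(dT) beads and made into libraries with the NEBNext Ultra kit without strand information, per the labels' protocols. All libraries were sequenced together, per the labels. The submitters' processing notes name FastQC, HISAT2, featureCounts and DESeq2 and the build GRCh38 (hg38). Versions, options and the gene annotation used for counting are not given in the sources used here. The authors deposited whole-number counts per Ensembl gene for each of the 6 libraries, and beside them FPKM values. The deposited FPKM equal the counts divided by 1 length per gene and 1 total per library, and those totals are not the sums of the deposited counts. The counts were used for every test, and the FPKM only for an alternative scaling by the totals they imply.

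The table held 58735 rows with no repeated identifier, and no value column was left unassigned. Of the identifiers, 58207 were found in the GENCODE 44 annotation, from which positions on GRCh38, GC content and transcript length were taken, and 41937 carried a symbol. Where several identifiers shared a symbol it went to the one with the most counts, which left 277 identifiers without it. Of the genes in the fixed lists, 3 had no row. Libraries held 14070611 to 18840954 counts. Replicates of each group differed by more than counting noise, with a chi-square per degree of freedom of 5.10 to 13.2 in DMSO and 14.2 to 127 in EZA, so no library was counted as a copy of another. The study calls the replicates biological; nothing more on separate cultures is stated, so p-values measure the spread between these samples.

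Groups and replicate numbers came from the sample titles. The test, samples, gene lists, rule for named genes and most alternatives were fixed before the data were examined. Genes were kept by filterByExpr, scaled by TMM and tested two-sided with edgeR's robust quasi-likelihood test (glmQLFit and glmQLFTest) without covariates, with Benjamini-Hochberg adjustment over 13503 genes. Standard errors of log2 fold changes were derived from the F statistic. CPM were computed from counts in tested genes after TMM scaling. The common biological coefficient of variation was 18.4%. Calls used an adjusted p below 0.05, and the study's threshold, an absolute log2 fold change of at least 1 with an unadjusted p below 0.05, was counted in the same fit.

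Gene lists with at least 5 tested genes were tested with limma's camera on log-CPM (prior count 2) with a preset correlation of 0.01, adjusted over 34 lists; 12 lists chosen after seeing the data were tested in the same way and adjusted over these 12. Correlations estimated per list and fry were alternatives. Genes were named by rule, as the 10 largest changes in each direction among called genes with at least 2 CPM on average, at least a 2-fold change, non-overlapping groups and a proper symbol. The rule added up to 4 members of each called list with the smallest adjusted p and 1 that changed the other way, carbonic anhydrases that passed, and the 5 most abundant genes. Genes named outside the rule are stated as such or come from lists.

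Alternatives were other scalings, filters, DESeq2, limma-voom, the replicate number as a block and each library left out in turn. Removal of the GC content and length trend (lowess, span 0.3), sample weights, FPKM totals and combinations of these were added after seeing the data. In counts simulated for EZA against DMSO over 13321 genes with a dispersion of 0.03, the edgeR test recovered 88% of 100 genes changed 2-fold. Of 100 genes changed 4-fold it recovered 100%, and there were 7 false calls. These shares hold for the simulated counts and do not measure power in the real libraries, where EZA replicate 3 stood apart. In a simulated GC trend over 13503 genes, removal took the calls from 5669 to 0. This does not show how removal treats real changes tied to GC content. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15 were used. Intervals of shares and ratios cover counting error only. Counts of genes that overlap or have near-identical copies are uncertain, since the libraries do not mark strand and the counting of shared reads is not given.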

Results

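Gene expression was measured by RNA sequencing in RKO, a human cell line from a colorectal carcinoma, after treatment with EZA or with DMSO, the solvent control. Each group held 3 replicates, described by the study as biological replicates. The labels do not spell out EZA, and its dose and the time of treatment are not given in the sources used here. The comparison asked which transcripts differed between EZA-treated and DMSO-treated cells. Total counts were 15778418, 15480220 and 15343614 in DMSO replicates 1 to 3 and 16054218, 18840954 and 14070611 in EZA replicates 1 to 3. A total of 13503 genes had enough counts to be tested, and these held 99.8% of all counts.

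EZA-treated cells carried more transcript of genes that respond to amino acid shortage and to oxidative stress, and less transcript of some genes of mitosis, DNA replication, DNA repair and the heat shock response. The calls of these last 4 lists were lost with an estimated correlation (adjusted p = 0.115, 0.115, 0.223 and 0.115). Large rises were seen in CHAC1, a glutathione-degrading enzyme, SLC7A11, the transport subunit of the cystine/glutamate antiporter, DDIT4, an inhibitor of mTORC1, and TRIB3, a pseudokinase. CHAC1 went from 2.01 ± 0.627 to 91.1 ± 21.6 CPM (SD, n = 3 each) and TRIB3 from 60.2 ± 5.03 to 717 ± 77.9 CPM. Of the 38 gene lists fixed before the data were examined, 34 could be tested, 3 were higher and 4 were lower in EZA (camera, adjusted p below 0.05 over the lists). With a correlation estimated for each list, 2 of the 7 calls held, those of the amino acid response and oxidative stress lists.

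In the edgeR quasi-likelihood test, 2392 genes had an adjusted p below 0.05, of which 1336 were higher and 1056 lower in EZA. With scaling by library size alone the split was 1059 higher and 1270 lower. At least a 2-fold change was seen in 608 of the 2392 genes, 418 higher and 190 lower. The study's own threshold, a 2-fold change with an unadjusted p below 0.05, was met by 774 genes, 509 higher and 265 lower. Without EZA replicate 3 these splits were 364 higher and 278 lower and 397 higher and 338 lower, and with the GC and length trend also removed 246 and 212 and 272 and 274. Without EZA replicate 1, 629 genes past the study's threshold were higher and 416 lower. The replicate values of the groups did not overlap in any of the 2392 called genes, and they did not overlap in 42.7% of all genes tested, where chance gives 10%. The number of calls at adjusted p below 0.05 moved with each library that was left out. It was 220, 787 and 254 without DMSO replicate 1, 2 or 3, and 1574, 1469 and 5289 without EZA replicate 1, 2 or 3. Without DMSO replicate 1, 2 or 3 these calls were 158 higher and 62 lower, 488 and 299, and 181 and 73. Without EZA replicate 1, 2 or 3 they were 972 and 602, 937 and 532, and 2640 and 2649. The count with at least a 2-fold change was 174, 404 and 217 without DMSO replicate 1, 2 or 3. With the trend of counts with GC content and transcript length removed, 1540 genes were called, 488 met the study's threshold and 294 were called with at least a 2-fold change.

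**Figure D1:**
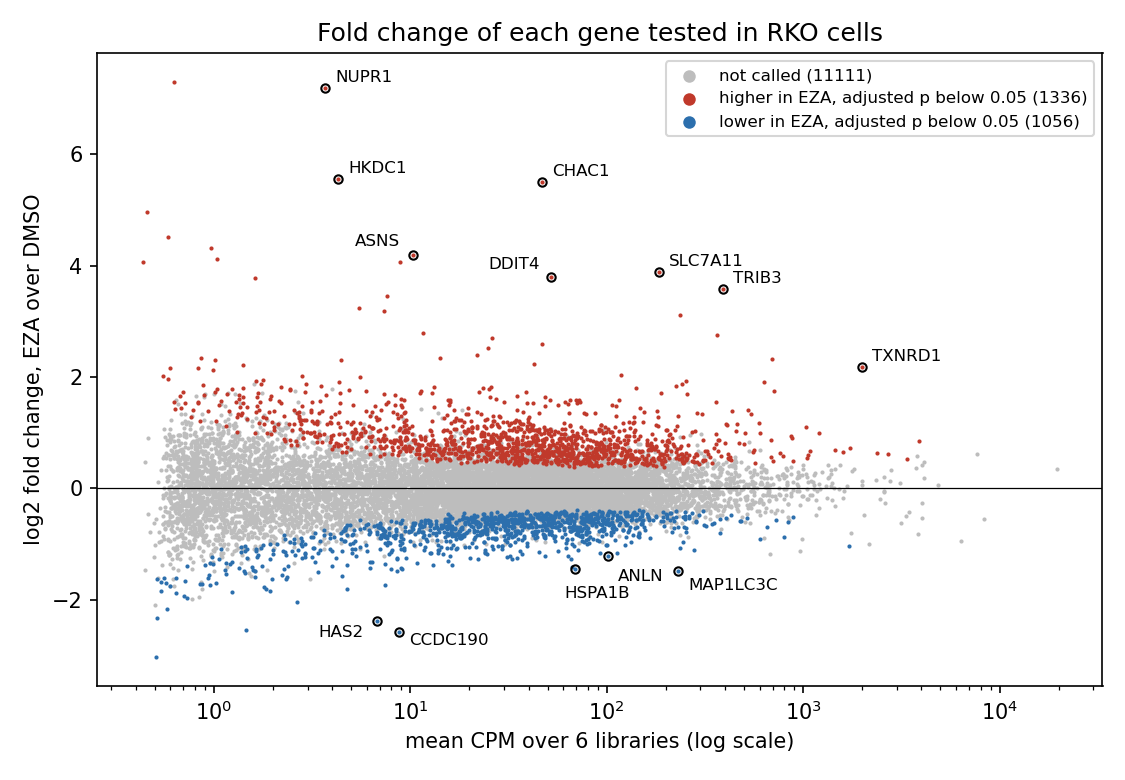
Each point is 1 of the 13503 genes tested, with its mean CPM over the 6 libraries on a logarithmic horizontal axis and its log2 fold change, EZA over DMSO, on the vertical axis. The 1336 genes called higher spread further from 0 than the 1056 called lower; among the named genes, CHAC1 lies at 5.50 and CCDC190 at -2.58.

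EZA replicate 3 stood apart from the other libraries. Mitochondrial genes took 0.203% of its counts (95% Wilson interval 0.201% to 0.206%, counting error only), against 4.29% and 3.68% in EZA replicates 1 and 2 and 5.02%, 4.45% and 4.61% in the DMSO replicates. Its log-CPM correlated with those of EZA replicates 1 and 2 across genes at 0.964 and 0.962, while EZA replicates 1 and 2 correlated at 0.991. Among 7457 nuclear protein-coding genes with at least 20 CPM on average, 40 were at least 4-fold lower in EZA replicate 3 than in the mean of EZA replicates 1 and 2. The largest differences among these 40 were those of ATP5MF, a subunit of ATP synthase, with 137, 143 and 5.73 CPM in EZA replicates 1 to 3, and RPS27, a ribosomal protein, with 509, 575 and 26.6 CPM. These genes were chosen after their values were seen.

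Fold changes also followed GC content. Across 11430 protein-coding genes, the log2 fold change had a Spearman rho of 0.54 with the GC content of the transcript and -0.26 with its length; genes are not independent replicates. The median log2 fold change was -0.31 in the 1980 genes with a GC content of at most 40% and 0.44 in the 1808 genes with more than 60%.

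**Figure D2:**
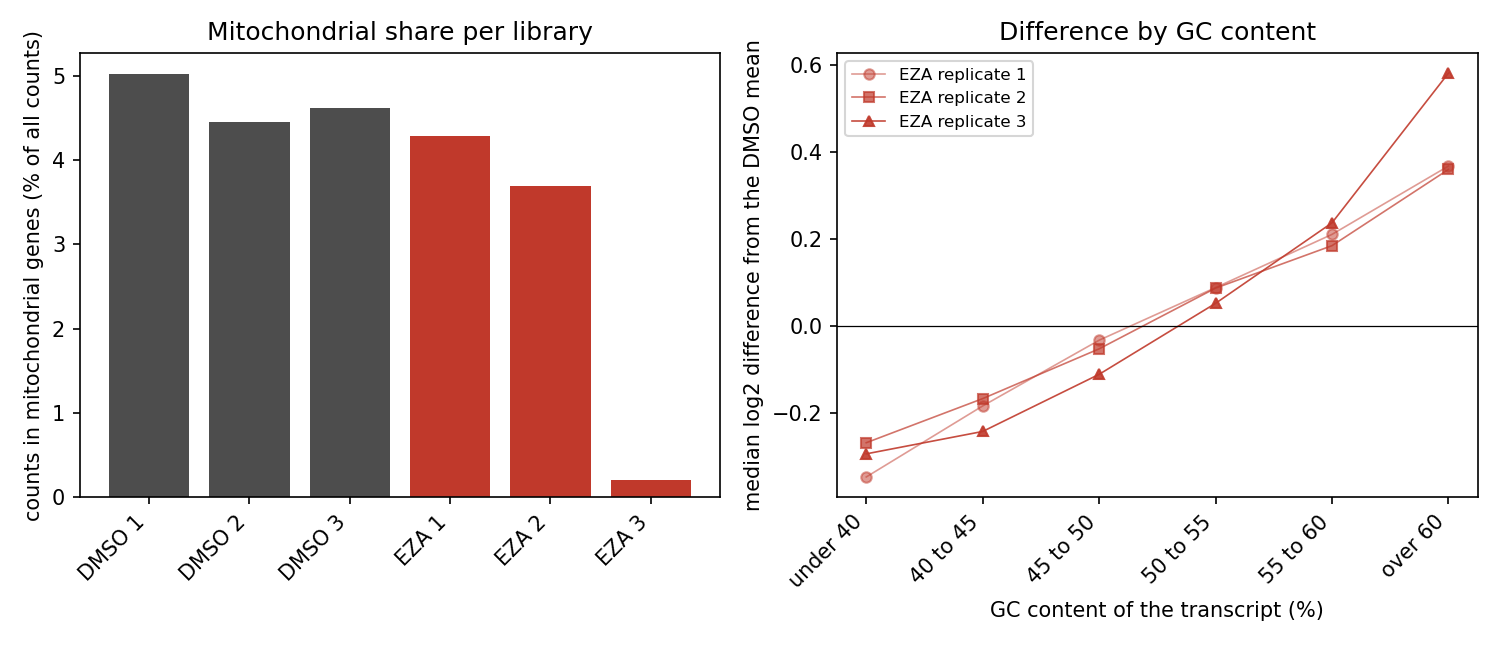
Left, bars give the percentage of each library's counts in mitochondrial genes, which is 0.203% in EZA replicate 3 and at least 3.68% in the other 5 libraries. Right, points give the median log2 difference of each EZA library from the DMSO mean in 6 ranges of GC content, which rises in all 3 libraries from the lowest to the highest range.

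The amino acid response list holds targets of ATF4, a transcription factor translated when amino acids run short or the ER is stressed. Of its 27 tested genes 25 rose, and 26 rose when adjusted over the list alone, with a median log2 fold change of 1.76 (camera adjusted p = 1.88e-25; adjusted p = 0.0198 with an estimated correlation). The median was 1.69, 1.90 and 1.69 in EZA replicates 1 to 3. TRIB3 (ENSG00000101255, chromosome 20, 362835 to 397559, GRCh38) rose by a log2 fold change of 3.57 ± 0.15 (SE; edgeR adjusted p = 1.44e-05). SESN2, a sestrin that restrains mTORC1, rose from 49.2 ± 3.68 to 423 ± 34.2 CPM (SD, n = 3 each). SLC7A11 (chromosome 4, 138164097 to 138242349) rose from 23.4 ± 2.36 to 344 ± 56.7 CPM, a log2 fold change of 3.88 ± 0.17, and overlaps an antisense gene with 90 counts against its own 17421. CHAC1 (chromosome 15, 40952962 to 40956512) rose by 5.50 ± 0.28 on the log2 scale (adjusted p = 4.42e-05). ASNS, asparagine synthetase, rose from 1.06 ± 0.255 to 19.6 ± 3.66 CPM. NUPR1, a small stress-induced nuclear protein, had 2 counts in the DMSO libraries together and 355 in the EZA libraries, a ratio per total count of 169 with an exact 95% counting interval of 46.4 to 1400.3.

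Oxidative stress genes driven by the transcription factor NRF2 rose as well. Of 18 tested genes 16 rose, and 17 rose when adjusted over the list alone, with a median log2 fold change of 1.20 (camera adjusted p = 2.03e-13; adjusted p = 0.0297 with an estimated correlation). SLC7A11 is in this list and in that of the amino acid response, and without it the medians were 1.04 and 1.74. TXNRD1, cytosolic thioredoxin reductase (chromosome 12, 104215779 to 104350307), rose from 717 ± 34.4 to 3249 ± 276 CPM (SD, n = 3 each), a log2 fold change of 2.18 ± 0.15 (SE; edgeR adjusted p = 1.76e-04). OSGIN1, an oxidative stress-induced growth inhibitor, rose from 14.9 ± 1.44 to 70.4 ± 4.70 CPM and overlaps MLYCD. TRIM16L rose from 13.3 ± 2.20 to 80.5 ± 12.2 CPM, but GENCODE types it as a pseudogene, and reads of its parent TRIM16 may have been counted there.

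Lysosome and autophagy genes were higher with a smaller change. Of 33 tested genes 15 rose, and 21 rose and 1 fell when adjusted over the list alone, with a median log2 fold change of 0.42 (camera adjusted p = 1.69e-04; adjusted p = 0.183 with an estimated correlation). With the GC and length trend removed the median was 0.28 and 11 genes rose (adjusted p = 7.90e-05). NEU1, the lysosomal sialidase, rose by a log2 fold change of 1.15 ± 0.12 (SE), and CTSL, the protease cathepsin L, rose from 258 ± 3.21 to 566 ± 106 CPM (SD, n = 3 each). WIPI1, which binds the growing autophagosome, and SQSTM1, an autophagy receptor, rose by log2 fold changes of 1.01 ± 0.18 and 1.17 ± 0.22 (SE). WIPI1 lost its call without DMSO replicate 1 or 3 and SQSTM1 without DMSO replicate 1, 2 or 3, with an edgeR adjusted p of up to 0.0764 and 0.0825; over all alternatives the lowest were 7.39e-09 and 5.16e-10. SQSTM1 overlaps MGAT4B and WIPI1 overlaps ARSG, and the libraries do not mark strand. MAP1LC3C, an LC3 family member outside the list, fell from 339 ± 6.91 to 121 ± 11.1 CPM, a log2 fold change of -1.48 ± 0.12 (edgeR adjusted p = 4.02e-04).

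**Figure D3:**
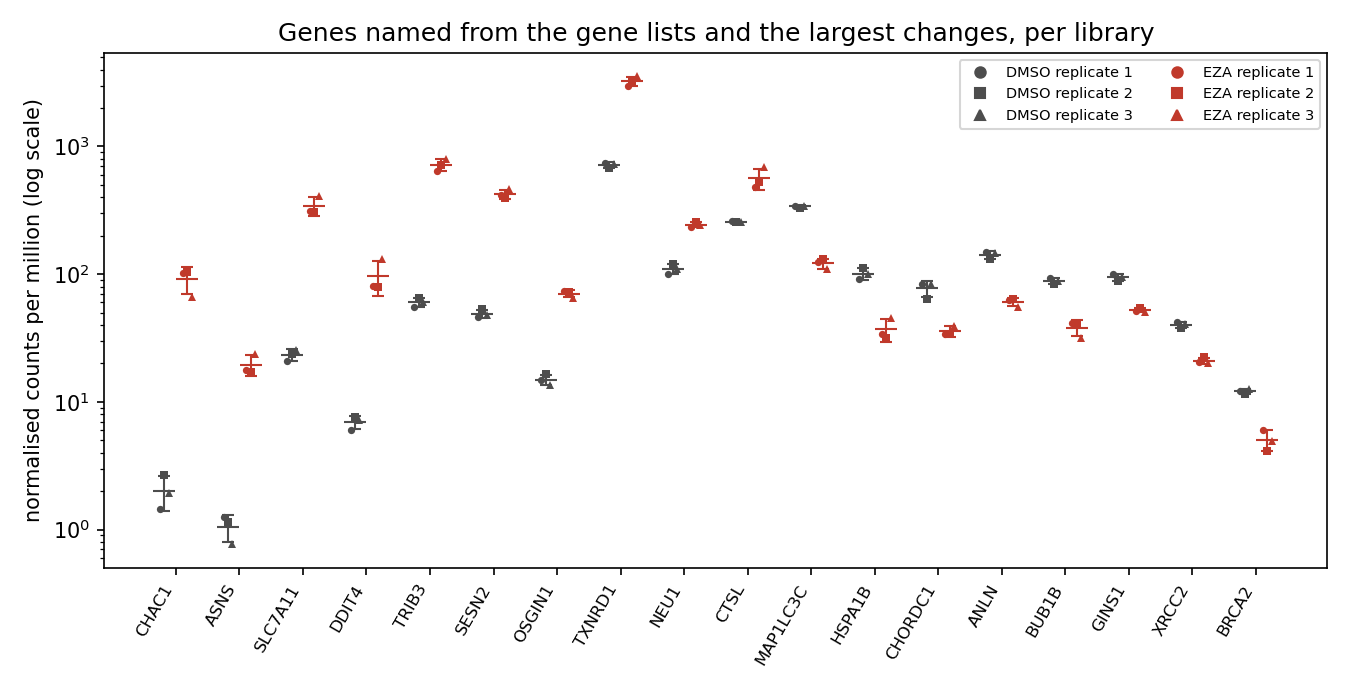
Normalised counts (CPM) on a logarithmic axis for 18 named genes, with a point per replicate, a horizontal bar for the group mean and whiskers for 1 SD (n = 3 each). The groups do not overlap in any of them, from BRCA2, at 12.1 CPM in DMSO and 5.04 CPM in EZA, to TXNRD1, at 717 and 3249 CPM.

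Genes of cell division were lower. Of 40 tested genes of mitosis and G2/M, 23 fell, and 27 fell when adjusted over the list alone, with a median log2 fold change of -0.76 (camera adjusted p = 9.22e-13; adjusted p = 0.115 with an estimated correlation). ANLN, the actin-binding protein anillin of the cleavage furrow, fell from 142 ± 9.61 to 60.9 ± 4.47 CPM (SD, n = 3 each), a log2 fold change of -1.22 ± 0.12 (SE; edgeR adjusted p = 0.00113). BUB1B and BUB1, kinases of the spindle checkpoint, fell from 88.6 ± 5.22 to 38.1 ± 5.59 CPM and from 133 ± 12.2 to 66.4 ± 3.16 CPM. CENPE, a kinetochore motor, had a log2 fold change of -1.44 ± 0.19. The list's genes have a median GC content of 42.1%, and genes of 40% to 45% had a median log2 fold change of -0.20; with the trend removed the median was -0.59 and 19 genes fell (camera adjusted p = 1.40e-12).

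Of 40 tested genes of DNA replication and G1/S, 13 fell and 2 rose over all genes tested, and 15 fell and 2 rose when adjusted over the list alone (median log2 fold change -0.26; camera adjusted p = 0.00237; adjusted p = 0.115 with an estimated correlation). GINS1, a part of the replicative helicase, fell from 94.5 ± 5.81 to 52.3 ± 1.99 CPM (SD, n = 3 each). MCM10, CLSPN and RFC3, which serve replication forks, had log2 fold changes of -0.75 ± 0.11, -0.79 ± 0.13 and -0.75 ± 0.14 (SE). E2F1, a transcription factor that drives genes of this list, went the other way, from 71.7 ± 9.51 to 119 ± 9.62 CPM. Their calls were lost without DMSO replicate 1 or without DMSO replicate 3, with an edgeR adjusted p of up to 0.0552 for MCM10, 0.0653 for CLSPN, 0.0847 for RFC3 and 0.0818 for E2F1; over all alternatives their adjusted p ran from 1.94e-07 to 0.107. With the GC and length trend removed RFC3 was at -0.49 and E2F1 at 0.36 on the log2 scale, the latter from 0.73. Without EZA replicate 3, 23 genes of the list fell and 4 rose.

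Of 34 tested genes of DNA repair and the damage response, 12 fell, and 14 fell when adjusted over the list alone (median log2 fold change -0.37; camera adjusted p = 6.51e-07; adjusted p = 0.223 with an estimated correlation). XRCC2 had a log2 fold change of -0.93 ± 0.13 (SE), and TOPBP1, a checkpoint scaffold, fell from 134 ± 9.03 to 74.8 ± 5.35 CPM (SD, n = 3 each). FANCM and BRCA2, of interstrand crosslink repair and homologous recombination, had log2 fold changes of -1.35 ± 0.19 and -1.27 ± 0.19 (SE), with edgeR adjusted p = 0.00456 and 0.00552; with the GC and length trend removed BRCA2 was at -0.83. Without EZA replicate 3, 23 genes of the list fell. The median GC content of the list was 44.1%, and with the trend removed its median log2 fold change was -0.26 with 10 genes lower (camera adjusted p = 3.85e-06).

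Cytosolic chaperones of the heat shock response were lower. Of 19 tested genes 11 fell, and 15 fell when adjusted over the list alone, with a median log2 fold change of -0.61 (camera adjusted p = 6.51e-07; adjusted p = 0.115 with an estimated correlation). HSPA1B and HSPA1A, which encode nearly identical HSP70 proteins and can share reads, fell from 101 ± 10.1 to 37.1 ± 7.42 CPM and from 11.5 ± 1.10 to 3.44 ± 0.857 CPM (SD, n = 3 each). CHORDC1, an HSP90 co-chaperone, fell from 77.5 ± 11.3 to 35.7 ± 3.25 CPM. HSPA4L, of the HSP110 family, had a log2 fold change of -0.81 ± 0.13 (SE), and its edgeR adjusted p was up to 0.0591 without DMSO replicate 1 or 3, and 7.30e-08 to 0.0875 over all alternatives. With the GC and length trend removed CHORDC1 and HSPA4L were at -0.72 and -0.41, from -1.12 and -0.81.

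The list of the unfolded protein response in the ER was not called (24 genes, median log2 fold change 0.07; camera adjusted p = 0.587). Of its genes 3 rose, both over all genes tested and adjusted over the list alone. They were XBP1, HERPUD1 and DNAJB9, with log2 fold changes of 1.30 ± 0.14, 1.34 ± 0.18 and 0.61 ± 0.14 (SE). HSPA5, the main chaperone of the ER lumen, was at 1595 CPM in DMSO and 1970.4 CPM in EZA (edgeR adjusted p = 0.260). These 4 genes were named after their values were seen.

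Lists tied to the composition of the libraries missed the threshold with TMM scaling and all 6 libraries, and some passed under other settings. The 13 mitochondrially encoded genes had a median log2 difference from the DMSO mean of -0.18, -0.29 and -4.70 in EZA replicates 1 to 3 (camera adjusted p = 0.0518, and 0.165 without EZA replicate 3). This list passed without EZA replicate 1, EZA replicate 2 or DMSO replicate 3, with an adjusted p of 0.00296, 0.00447 and 0.0323, and with DESeq2's size factors (0.0467), no filter on low counts (0.0148) or the GC and length trend removed (0.0387). These passes used the preset correlation. With an estimated correlation and all 6 libraries its adjusted p was 0.843. The 53 cytosolic ribosomal proteins were at 0.24, 0.46 and -0.32 in EZA replicates 1 to 3 (adjusted p = 0.0563). Of these 7 rose over all genes tested, 12 at an unadjusted p below 0.05 and 0 when adjusted over the list alone. Without EZA replicate 3, 38 of them rose, with a median of 0.35 (adjusted p = 2.43e-08), and the list also passed without DMSO replicate 1 (0.0384) and with no filter on low counts (0.0148). With an estimated correlation and all 6 libraries its adjusted p was 0.843. Nuclear subunits of the respiratory chain were at 0.03, 0.27 and -0.02 (40 genes; adjusted p = 0.584), and replication-dependent histones at 0.13, 0.03 and -1.75 (15 genes; 1 rose and 1 fell, also when adjusted over the list alone; adjusted p = 0.355). Of the respiratory chain genes 2 rose and 1 fell over all genes tested, 9 and 2 at an unadjusted p below 0.05 and 0 when adjusted over the list alone, and without EZA replicate 3, 12 rose and 2 fell (adjusted p = 0.0844). Histones passed with the trend removed (0.0380), and had an adjusted p of 0.843 with an estimated correlation and the trend kept.

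**Figure D4:**
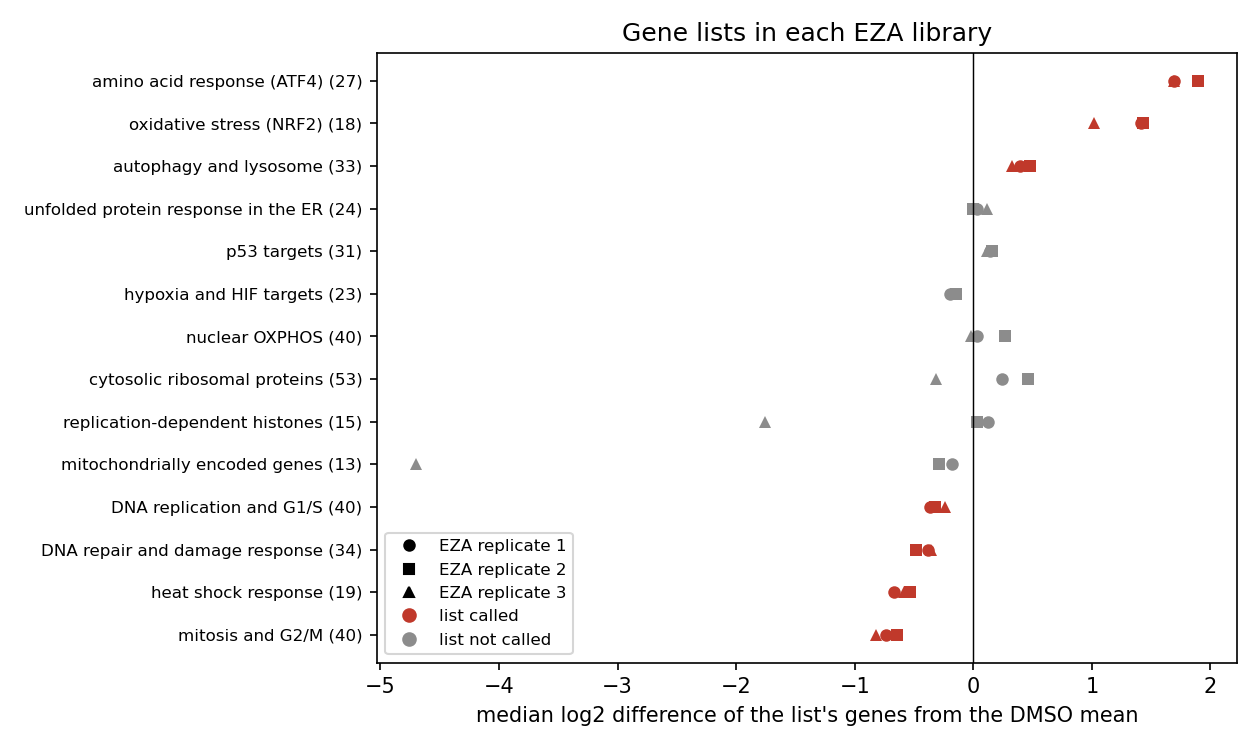
Points give the median log2 difference of a list's genes from the DMSO mean in each EZA replicate, with the number of genes tested in parentheses and called lists in red. The amino acid response list lies between 1.69 and 1.90 in all 3 libraries, while the mitochondrially encoded genes lie at -4.70 in EZA replicate 3 alone.

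Genes of ferroptosis and iron handling missed the threshold (camera adjusted p = 0.0563), with 5 of 17 higher and 1 lower, 6 and 2 when adjusted over the list alone. Without EZA replicate 3, 9 of them were higher and 3 lower, and the median log2 fold change was 0.38, against 0.11 with all 6 libraries. The list passed without DMSO replicate 1, DMSO replicate 3 or EZA replicate 3 (0.0317, 0.0285 and 0.0132), with no filter on low counts (0.0148), with the GC and length trend removed (0.0102) and in fry (0.00106), which does not compare a list with other genes. Immediate early genes missed the threshold too (adjusted p = 0.0590; 7 of 35 higher and 1 lower, 8 and 1 when adjusted over the list alone) and passed without DMSO replicate 2 or EZA replicate 3 (0.0299 and 0.00611) and with no filter on low counts (0.0148). Without EZA replicate 3, 14 of the immediate early genes were higher and 2 lower. Of the p53 target list, 8 of 31 genes rose and 2 fell, 9 and 3 when adjusted over the list alone, and the list was not called (adjusted p = 0.263), but passed in fry (5.19e-04) and with the trend removed (0.0387). The trend's removal also called MYC targets with ribosome biogenesis (0.0392). With an estimated correlation, all 6 libraries and the trend kept, the adjusted p was 0.357 for ferroptosis and 0.483 for p53 targets. It was 0.843 both for immediate early genes and for MYC targets. The remaining lists had an adjusted p between 0.558 and 0.959. They covered PRC2, hypoxia, glycolysis, cholesterol synthesis, fatty acid synthesis, metallothioneins, pH and bicarbonate transport, carbonic anhydrases, apoptosis, MYC targets, NF-kB, interferon, antigen presentation, Wnt, epithelial to mesenchymal transition, YAP, nuclear noncoding RNAs, reference genes and drug transport. In 7 lists, none of them called, the median, the mean and the test differed in sign, as for drug transport with a median of -0.06 and a mean of 0.10. Markers of fibroblasts, leukocytes, endothelium and differentiated colon epithelium had only 1 or 2 genes each with enough counts. Their summed levels were 3.91 ± 0.755, 2.46 ± 0.780, 2.98 ± 0.295 and 20.97 ± 0.432 CPM in DMSO and 5.34 ± 0.370, 2.32 ± 1.59, 3.95 ± 0.493 and 19.2 ± 4.47 CPM in EZA (SD, n = 3 each).

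Among single genes outside the called lists, HKDC1, a hexokinase-like protein, had 8 counts in the DMSO libraries together and 400 in the EZA libraries, a log2 fold change of 5.56 ± 0.47 (SE; edgeR adjusted p = 4.61e-04). LURAP1L rose from 1.26 ± 0.718 to 13.9 ± 2.29 CPM (SD, n = 3 each). BOLA2B was at 29.1, 18.7 and 2.33 CPM in EZA replicates 1 to 3 against 0.994 ± 0.136 CPM in DMSO, has the near-identical copy BOLA2, and lost its call without DMSO replicate 1, 2 or 3 or EZA replicate 2 (edgeR adjusted p of up to 0.132), without a filter (0.145) and in limma-voom (0.164), with 1.25e-19 as the lowest over all alternatives. EID3, at 6.54, 4.20 and 19.2 CPM in the EZA replicates, lies within the span of TXNRD1 and lost its call without DMSO replicate 1 or 3 (adjusted p of up to 0.0849; lowest over all alternatives 6.95e-08).

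Among genes taken by the naming rule the largest falls were in CCDC190, with a log2 fold change of -2.58 ± 0.40 (SE), and HAS2, a hyaluronan synthase, from 11.4 ± 1.40 to 2.17 ± 0.476 CPM (SD, n = 3 each). ZNF519, a zinc finger gene, and MYB, a transcription factor, had log2 fold changes of -2.05 ± 0.28 and -1.81 ± 0.25 (SE). After HSPA1A, at -1.74, PHLDB2, PDE4B, a cyclic AMP phosphodiesterase, KCNAB1, a potassium channel subunit, and AKAP5, an anchor of protein kinase A, followed with -1.64, -1.58, -1.56 and -1.51, and with 3.55, 6.71, 3.34 and 4.99 CPM in DMSO. PHLDB2 overlaps PLCXD2, which had more counts. CCDC190 and PDE4B lost their calls without DMSO replicate 1 (edgeR adjusted p = 0.0551 and 0.0554), and PHLDB2, KCNAB1 and AKAP5 without DMSO replicate 1 or 3 (up to 0.0653, 0.0715 and 0.0568). Over all alternatives the lowest adjusted p of these 5 genes lay between 3.31e-23 and 1.57e-04.

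Of 5 carbonic anhydrase genes tested, CA11, a family member without catalytic activity, rose from 4.80 ± 0.260 to 8.89 ± 0.444 CPM (SD, n = 3 each; edgeR adjusted p = 0.0115, and up to 0.0790 without DMSO replicate 1 or 3; 1.79e-04 to 0.106 over all alternatives). Its log2 fold change was 0.89, and 0.59 with the GC and length trend removed. CA2 and CA12 had log2 fold changes of -0.36 ± 0.15 and -0.72 ± 0.32 (SE), with an adjusted p of 0.127 and 0.149, and were named after their values were seen. By mean CPM over the 6 libraries the most abundant transcripts were EEF1A1, MT-CO1, EEF2, MT-ND4 and ACTG1. Their order differed between the groups, with MT-ND4 at 8334 CPM in DMSO and 4354 CPM in EZA. EEF1A1 was at 17205 ± 994 CPM in DMSO and 21893 ± 1731 CPM in EZA (adjusted p = 0.145), and EEF2 at 6016 ± 482 and 9272 ± 1881 CPM (adjusted p = 0.0520). EEF2 passed without EZA replicate 3 (3.87e-08), with no filter or the stricter filter on low counts (0.00442 and 0.0491), in DESeq2 (0.00763) and in limma-voom (0.0483). EEF1A1 passed without EZA replicate 3 (0.00946), in DESeq2 (0.0376) and with the GC and length trend removed (0.0497). MT-ND4, at -0.94 ± 1.07 on the log2 scale (SE; adjusted p = 0.574), was at -0.36 without EZA replicate 3 (0.00487). MT-CO1 was at 10161, 9185 and 797 CPM in EZA replicates 1 to 3.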

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

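The GC and length correction, sample weights, FPKM totals and their combinations were chosen after seeing the data. Of the 2392 genes called, 2115 to 2371 were called in the same direction under another scaling, filter or tool among the planned settings. Leaving out single libraries gave 220 to 5289 calls, 678 to 1045 genes past the study's threshold, 174 to 642 calls with at least a 2-fold change and 8 to 10 called lists, and 2379 of the 2392 were called again without EZA replicate 3. The cause of the differences between left-out libraries was not tested. Each of these fits also had fewer samples, and the effect of that was not tested either. Causes were not tested for the other settings below unless stated.

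With the GC and length trend removed there were 1540 calls, of which 1095 were among the 2392 in the same direction while 13 of the 2392 changed sign, 488 genes past the study's threshold and 294 with at least a 2-fold change, and 12 called lists. With EZA replicate 3 left out as well, 5344 genes were called, and sample weights, which gave EZA replicate 3 a weight of 0.141, called 5809. No filter, which left more genes to test, gave 1340 genes past the study's threshold and 11 called lists. An estimated correlation left 2 lists called and ended the calls of mitosis, heat shock, DNA repair, lysosome and replication. No call of a named gene or list reversed under the alternatives run.

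No pairing by replicate number was seen, since deviations of same-numbered libraries correlated at 0.03, -0.17 and 0.03. Only replicate 3 correlated best with its own number. The distance of EZA replicate 3 from the other libraries can hide an effect shared by same-numbered libraries, so pairing stays open. With the replicate block 1970 genes were called, 1776 of them among the 2392. The mitochondrially encoded list passed with the block at the preset correlation (adjusted p = 0.00261, median -1.45). Without the block, its adjusted p was 0.843 with an estimated correlation. With the replicate block and the GC and length correction together 606 genes were called, with 498 past the study's threshold and 220 with at least a 2-fold change. Of 45 named genes that passed, 30 kept their call without each library in turn, and 15, 2 and 13 lost it without DMSO replicate 1, 2 or 3 and 1 without EZA replicate 2. With the replicate block and that correction 10 lost it, among them CENPE and BRCA2, with an adjusted p of 0.0570 and 0.0651. The planned change of pseudocount was not run because counts were deposited. Depth limits genes of few counts such as NUPR1, with 2 counts in DMSO.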

Other observations

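The gene lists of this part were chosen after the results were seen. So were its tests, except those of GC content within DMSO libraries, and of the amino acid response and oxidative stress lists over other splits. The settings without EZA replicate 3 and with an estimated correlation were planned for the lists fixed before. P-values of the lists chosen after the results were seen were adjusted over these 12 lists. The list of cytosolic aminoacyl-tRNA synthetases, which also holds EEF1E1, AIMP1 and AIMP2, was higher in EZA. Of its 23 genes 10 were called higher, and 12 rose and 1 fell when adjusted over the list alone. The median log2 fold change was 0.37 (camera adjusted p = 4.16e-05, and 0.185 with an estimated correlation). With the GC and length trend removed the median was 0.60 (adjusted p = 5.67e-06). CARS1 rose from 57.5 to 173 CPM and AARS1 from 285 to 758 CPM. Of the 23 genes 4 are also in lists fixed before, and 7 of the called genes are outside them. The 17 mitochondrial synthetases had a median of -0.01 (adjusted p = 0.787), and the difference between both lists was not tested. Amino acid transporters outside the amino acid response list went both ways, with 4 higher and 5 lower of 16. SLC6A9, a glycine transporter, rose from 1.46 to 13.3 CPM, while SLC7A2, a transporter of cationic amino acids, had a log2 fold change of -0.68 ± 0.13 (SE).

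Transcripts of some genes that hold and move chromosomes were lower. Of 21 genes of cohesin, condensin, their regulators and the complex of SMC5 and SMC6, 10 fell (median log2 fold change -0.52; adjusted p = 6.31e-06; adjusted p = 0.293 with an estimated correlation), among them SMC4, from 106 to 53.3 CPM, and SMC5, from 33.1 to 15.1 CPM. Their median was -0.17 with the GC and length trend removed (adjusted p = 0.00260). Of 25 kinetochore and centromere genes outside the mitosis list 10 fell (median -0.38; adjusted p = 9.23e-05; adjusted p = 0.185 with an estimated correlation), with KNL1 going from 62.0 to 28.2 CPM. Centrosome genes had 8 of 29 lower (median -0.41; adjusted p = 9.20e-04; adjusted p = 0.293 with an estimated correlation) and were not called with the trend removed (median -0.08; adjusted p = 0.141). Some subunits of the vacuolar proton pump were higher, with 4 of 16 called (median 0.27; adjusted p = 0.0187; adjusted p = 0.185 with an estimated correlation). Of the 16 genes 3 are also in lists fixed before, and 2 of the called genes are outside them. Selenoprotein genes had 4 of 17 higher (median 0.25; adjusted p = 0.0187; adjusted p = 0.342 with an estimated correlation), 3 of the 17 are in lists fixed before, and the list was not called with the trend removed (median 0.16; adjusted p = 0.212). Zinc finger genes and the chaperonin TRiC with prefoldin were not called (adjusted p = 0.115 and 0.633). Nor were proteasome subunits and genes of folate and glycine metabolism (adjusted p = 0.777 and 0.900).

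EZA replicate 3 held 0.203% of its counts in mitochondrial genes. Loss of mitochondrial RNA alone is argued against by 40 nuclear genes at least 4-fold lower in this library than in the other 2 EZA libraries. No DMSO library had such a gene against the other 2 DMSO libraries. EZA replicates 1 and 2 had none either, but the mean they were compared with included EZA replicate 3, so their counts say little. The average trend with GC content and length is not the whole cause, as the mitochondrial genes stayed at a median log2 difference of -4.25 after its removal. A move of reads to nuclear copies is argued against by 5 such copies, which were also lower, at a median of -3.29. The 40 nuclear genes and the 13 mitochondrial genes had median transcript lengths of 770.5 and 784 nt, against 3526 nt for all 7457 genes compared, so a loss of some short transcripts in preparing this library or a different state of this culture may each be behind it, and both stay open.

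Fold changes of EZA against DMSO rose with GC content. A bias that libraries carry without treatment is in line with the trend inside the DMSO group, where the rho of a library's difference from the other two reached 0.707 in size, with -0.66, 0.71 and -0.11 in DMSO replicates 1 to 3. The rho of EZA replicates 1 to 3 against the DMSO mean was 0.58, 0.45 and 0.42. Genes of high and low GC content differed by 0.58 on the log2 scale between DMSO replicates 2 and 1. The difference was 0.26 between DMSO replicates 3 and 1 and -0.32 between 3 and 2. DMSO replicates 1 to 3, each against the other 2 DMSO libraries, gave -0.41, 0.45 and -0.03. The EZA libraries differed from the DMSO mean by 0.63 to 0.88. All 3 EZA libraries lean the same way, so an effect of EZA on such genes stays open and was not tested apart from the bias.

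The GC and length trend as the whole cause of the 7 called lists is argued against by 7 of 7 lists called in the same direction after its removal, each with at least 66.4% of its median log2 fold change. EZA replicate 3 as the cause is argued against in the same way, with 7 of 7 lists called without it and at least 96.1% of each median kept. The setting of camera is another limit, since 2 of the 7 calls held with an estimated correlation. For DNA replication the estimate, -0.019, was below the preset 0.01, yet the unadjusted camera p rose from 4.87e-04 to 0.0147. A higher correlation therefore does not explain that lost call, and what else differed between the settings was not tested. A response to EZA remains the hypothesis for these lists. The lists were fixed before the data were examined, but which of them moved was seen and checked on the same 6 libraries.

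A hypothesis drawn from the lists is a trigger of the amino acid response other than ER stress. The amino acid response list lay 1.69 above the ER list in median log2 fold change (27 and 24 genes), but both medians had been seen when this was asked, so the difference does not decide for the hypothesis. XBP1, HERPUD1 and the ER co-chaperone DNAJB9, all induced by ER stress, rose, but these genes were named after their values were seen. They were the only called genes among the 24. Without EZA replicate 3, 4 genes of the ER list rose and 5 fell, with a median of -0.02. These genes therefore do not decide against the hypothesis, and the trigger stays open.

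The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. All splits but the real one put EZA and DMSO libraries in both groups, so a treatment effect adds to the spread within groups. Low counts of called genes in those splits therefore do not show what chance alone gives. Only the real split, 1 of 10, reached its own counts of 2392 calls, against 0 in the other splits (edgeR, adjusted p below 0.05), of 774 genes past the study's threshold, which uses an unadjusted p, against at most 75, and of 608 calls with at least a 2-fold change, against 0. For called lists, 6 of the 10 splits gave 7 or more, with up to 11 in the others. The amino acid response and oxidative stress lists were both called in 1 direction in 8 of 10 splits, the real one included. Every other split keeps 2 EZA libraries together on 1 side, and the amino acid list had a median of at most 0.59 in size there, against 1.76 in the real split, and the oxidative stress list of at most 0.50, against 1.20.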
